A study of Sus scrofa with 28 samples. Its data were reported in "Cold and hot fibrosis define clinically distinct cardiac pathologies" (2025).

How the data were processed

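RNA was sequenced in bulk from the infarct zone and from the remote zone of the left ventricle of 14 pigs, which gave 28 libraries in 8 groups of zone, treatment and day. The pigs had a balloon occlusion of the left anterior descending coronary artery followed by reperfusion, and received either saline or recombinant human agrin (rhAgrin, 33 µg per kg) into the coronary artery. Agrin is an extracellular matrix protein that acts on cardiomyocytes through the dystroglycan complex. Hearts were collected on day 3 or on day 28, with 4 rhAgrin and 3 saline animals per day, and the authors used a dye for living tissue to tell the infarct from the remote zone. Groups were taken from the sample labels. These name the control PBS, and the word saline follows the text of the paper. The infarct column of animal 577 carries the name 577B in the deposited tables. It was read as the infarct zone because the animal's other column is its remote zone and its only other sample is labelled as infarct. A supplementary table of the study also lists the same values under the infarct zone of this animal. The letter B is not explained by the labels, so another zone, such as a border zone, is not ruled out. Without this animal 5242 genes were called between zones on day 3 in rhAgrin animals, against 5371.

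The authors trimmed single-end reads with cutadapt, aligned them to the Sscrofa11 genome with STAR 2.7.3a, removed duplicates by molecular identifier with Picard 2.22.4, counted genes with HTSeq and used DESeq2 1.26.0. Base calls had been converted with bcl2fastq 2.20.0.422. The deposited count tables hold raw counts per gene. The deposited normalized tables hold signal values, which the authors made before deposit by dividing each column of counts by a median-of-ratios size factor computed within a treatment and day. This was checked over 492884 values, of which 0 were missing, and the largest relative gap was 0.0048. All comparisons started from the raw counts, because size factors computed within a treatment and day do not put the groups on 1 scale. The tables list 17603 genes by Ensembl identifier. A symbol came with 13009 of them, a reference table of symbols gave 656 more, and 3938 remained without a name. Positions were taken by symbol from a RefSeq annotation of the Sscrofa11.1 assembly, not from the Ensembl annotation that the authors used for counting.

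Totals ranged from 15.38 to 34.77 M counts per library, with a median of 23.9 M counts. A gene with a count of 0 in a library could hold up to 3 counts at that depth, and such limits and counting intervals (exact Clopper-Pearson, 95%) cover counting error only. The highest correlation of log2 CPM (counts scaled to equal library totals) between libraries of 1 group was 0.9863, with 2.849% of genes at equal counts, so no column was a copy of another of its group.

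Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr by group, libraries were scaled by trimmed mean of M-values (TMM), and a robust quasi-likelihood model was fitted with animal as a block and 1 infarct coefficient per treatment and day. That fit covered all 28 libraries and 15409 genes. Contrasts of its coefficients gave infarct against remote in each treatment and day, rhAgrin against saline in the infarct response of each day, and day 28 against day 3 in the infarct response of each treatment. Fits of the infarct libraries alone (14968 genes) and of the remote libraries alone (14324 genes) compared rhAgrin with saline within a zone, without a block. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, an absolute log2 fold change of at least 1 and a highest count above 30 in the libraries compared, the thresholds of the study. A gene of a list rose or fell when it passed the adjusted p alone. Fold changes carry a standard error (SE), and levels in CPM carry the standard deviation (SD) between animals. The SE was back-calculated as the absolute log2 fold change over the square root of the F statistic of the test. It is approximate, most of all where 1 zone has few counts. It rests on 1 spread per gene over all groups of a fit, so it does not measure the spread within 1 group alone. Fold changes are scaled by TMM and levels in CPM by library totals alone, so the ratio of 2 levels can differ from the fold change by more than 1.5 times. Ratios from few counts and bounds for a count of 0 are scaled by TMM. The pipeline was tested on simulated data with 100 genes changed 2-fold and 100 changed 4-fold among those of each tested comparison.

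Before the data were examined, 42 gene lists with 944 symbols were fixed, of which 797 symbols matched a gene. They comprised the study's macrophage and myofibroblast signatures and its 4 fibroblast archetypes, all derived from mouse cells and not from these libraries, and lists of matrix, fibroblast, protease, growth factor, cardiomyocyte, metabolic, leukocyte, vascular, nerve, fat, blood, proliferation, stress, agrin-related, mitochondrial, sex-linked and key genes. Lists with at least 5 tested genes were tested with camera of limma 3.58.1, which compares a list with all other genes, at a preset correlation of 0.01 and again with an estimated correlation. They were also tested with fry, which asks whether genes of a list move on balance one way and compares them with no other genes. Adjusted p-values of lists are over the lists of a comparison. Counts of members were adjusted over all genes and, separately, over the list alone. No list of any of the 12 comparisons was called with an estimated correlation.

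For each signature and archetype, the share of a library's counts held by its genes was computed per animal from their summed CPM, without a pseudocount. The log2 ratio of infarct to remote was compared by exact permutation tests in scipy 1.17.1, all two-sided. With 4 against 3 animals the smallest p is 0.0286, with 3 against 3 it is 0.1, and over the signs of 7 animals it is 0.0156. Libraries of each treatment and day were clustered by the Ward method on 1 minus Pearson's r over the 1000 most variable genes. Tables and figures used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

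Genes were named in the text by a fixed rule: a list of key genes in every comparison; per comparison the 5 largest rises and 5 largest falls among called genes with a symbol, a mean of at least 5 CPM and, between zones, the same direction in every animal; up to 4 members of a list that passed the adjusted p, in order of mean CPM; and any gene that met a rule for outlying values. LRP1, MYH6, NPPA and MKI67 of the key list matched no tested gene by symbol. Alternatives fixed beforehand were the adjusted p alone, DESeq2 1.42.0, no filter on low counts, no block, the libraries of the comparison alone, relative log expression (RLE) scaling, and leaving out each animal in turn. For signatures they were the mean of log2(CPM + 1), leaving out the 3 most abundant genes, and TMM-scaled CPM. Archetypes had the first of these alone, and clustering had average linkage and 500 or 2000 genes. Scaling by library size alone, leaving out the 13 genes of the mitochondrial genome, list tests without animal 523, 573 or 577 and, within the remote zone, without each animal, and the difference between treatments in the change over time were added after seeing the data.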

Results

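Gene expression was measured by bulk RNA sequencing in paired infarct and remote zones of the left ventricle of 14 pigs after ischaemia and reperfusion. On day 3, 4 animals had received rhAgrin and 3 had received saline, and day 28 had the same numbers. Group totals on day 3 were 18.37 to 22.13 M counts in saline infarct, 15.38 to 25.19 M counts in saline remote, 19.72 to 21.55 M counts in rhAgrin infarct and 21.69 to 25.11 M counts in rhAgrin remote libraries. On day 28 they were 20.84 to 30.42, 26.04 to 28.2, 22.7 to 34.77 and 23.86 to 31.86 M counts in the same order. Values after ± are the SE for log2 fold changes and the SD between animals for CPM and shares, with n = 3 for saline and n = 4 for rhAgrin. Adjusted p-values of genes are from edgeR unless another tool is named.

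Transcripts of the mitochondrial genome held 5.783 to 10.56% of counts in the day 3 infarct libraries and 29.13 to 34.07% in the day 3 remote libraries. On day 28 the infarct libraries held 6.825 to 34.47% and the remote libraries 23.11 to 35.33%, and the lowest day 28 value was the infarct library of saline animal 523. TMM factors were 1.254 to 1.457 in day 3 infarct and 0.7613 to 0.89 in day 3 remote libraries. Gene-wise residuals, after removal of group means, matched the zones of each of the 14 animals best with each other (correlations across genes 0.115 to 0.639, median 0.38, genes are not independent replicates). In a group of 3 the residuals sum to 0, so the match of 1 animal follows in part from those of the other 2. Y-linked transcripts were concordant between the zones in 13 animals. In saline animal 573 of day 3, KDM5D, ZFY and EIF1AY had 173, 328 and 232 counts in the infarct library and 0 counts in the remote library.

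**Figure D1:**
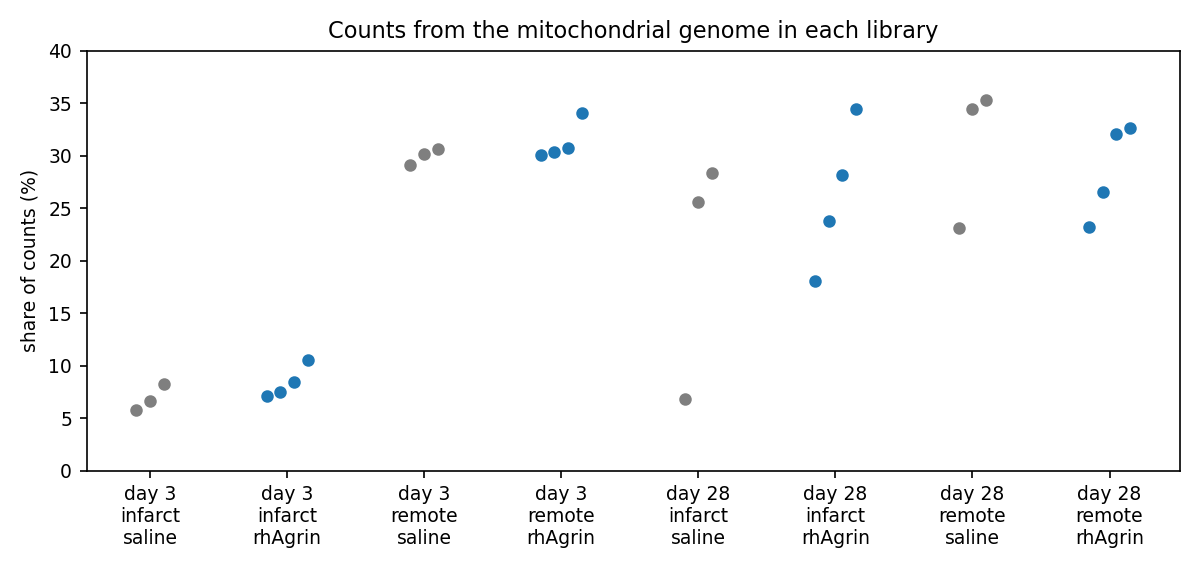
Share of counts from the mitochondrial genome (%) in each of the 28 libraries, by day, zone and treatment (grey for saline, blue for rhAgrin). Day 3 infarct libraries lie between 5.783 and 10.56%, and among the day 28 libraries 1 infarct library of the saline group lies at 6.825%.

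In the RefSeq annotation of Sscrofa11.1, COL1A1 (ENSSSCG00000036135), a chain of fibrillar collagen I, lies on chromosome 12 from 26379087 to 26397180. FN1 (ENSSSCG00000016174), which encodes fibronectin, lies on chromosome 15 from 117658158 to 117737145, and CTHRC1 (ENSSSCG00000006051), a secreted protein of activated fibroblasts, on chromosome 4 from 33759541 to 33771625. SPP1 (ENSSSCG00000009216), which encodes osteopontin, lies on chromosome 8 from 131077786 to 131085334, and CD68 (ENSSSCG00000017956), a lysosomal protein of macrophages, on chromosome 12 from 52874754 to 52877256. TIMP1 (ENSSSCG00000012277), an inhibitor of matrix metalloproteases, lies on chromosome X from 42103251 to 42106289, and MYH7 (ENSSSCG00000002029), the slow cardiac myosin heavy chain, on chromosome 7 from 75650841 to 75672908. All are protein-coding gene bodies, and counts are per gene.

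The first comparison asked how the infarct zone differed from remote myocardium on day 3 in saline animals. Macrophage and matrix genes were higher in the infarct and cardiomyocyte genes were lower. CD68 rose 18.8-fold (209 ± 74.1 against 6.95 ± 1.67 CPM, log2 4.24 ± 0.21, adjusted p = 2.06e-09), and SPP1 stood at 18300 ± 7870 against 5.4 ± 1.98 CPM (log2 11.03 ± 1.05, adjusted p = 7.58e-07). FN1 rose 19.5-fold (7280 ± 1290 against 238 ± 44.4 CPM, log2 4.28 ± 0.34, adjusted p = 1.22e-07). TIMP1 rose 24-fold (log2 4.58 ± 0.37, adjusted p = 1.69e-07), and COL1A1 rose by 2.15 ± 0.36 log2 units (17000 ± 6310 against 2620 ± 1620 CPM, adjusted p = 0.000124). MYH7 fell by 3.15 ± 0.47 log2 units (6840 ± 5950 against 29300 ± 1230 CPM, adjusted p = 4.15e-05). In all, 5345 of 15409 genes were called, 2806 higher and 2539 lower.

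Among the largest rises by the naming rule, TCN1, a vitamin B12 carrier of granulocytes, had 54.5 ± 39.1 CPM in the infarct and 0 counts in all 3 remote libraries. With TMM scaling that is at least 734-fold higher against 3 counts over the remote group, and its fitted fold change depends on the prior count and gives no bound. ATP6V0D2, a subunit of the vacuolar proton pump, had 91.6 ± 29.5 CPM in the infarct and 1 remote count, a ratio of 3538 with a 95% counting interval of 635 to 139783. SLC2A5, a fructose transporter, had 95.8 ± 33.5 CPM and 3 remote counts, a ratio of 1267 (433 to 6145). SFRP2, a secreted modulator of Wnt signalling, rose by 11.09 ± 1.22 log2 units (912 ± 45.9 CPM in the infarct, adjusted p = 3.48e-06). The largest falls were those of DHRS7C (-7.15 ± 0.93), MYOM2 (-6.83 ± 0.84), CCK (-5.91 ± 0.81), CKM (-5.83 ± 0.64) and LNP1 (-5.75 ± 0.68); MYOM2 encodes an M-band protein and CKM the muscle creatine kinase.

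Leukocyte lists were higher on day 3 in saline animals. Of the 73 measured genes of the macrophage signature, 63 rose and 2 fell (65 and 2 adjusted over the list alone). Their median log2 fold change was 2.81 (camera adjusted p = 1.54e-18, adjusted p = 0.374 with an estimated correlation, with which camera called no list in any comparison). Lipid-associated macrophage genes had 11 rises and 1 fall in 12 (median 5.49, camera adjusted p = 0.000381, adjusted p = 0.46 with an estimated correlation). APOE stood at 5.39 ± 0.79, CTSD at 1.86 ± 0.25 and LPL, a lipase that cardiomyocytes also express, at -3.45 ± 0.29. Of 13 inflammatory cytokines and chemokines 10 rose and 1 fell (11 and 1 adjusted over the list alone, median 3, camera adjusted p = 0.00635, adjusted p = 0.464 with an estimated correlation). CCL2, a monocyte attractant, rose by 5.82 ± 0.49. B and plasma cell genes had 6 rises in 7 and no falls (median 3.18, camera adjusted p = 0.022, adjusted p = 0.46 with an estimated correlation). T and NK cell genes had 7 in 13 (median 0.93, camera adjusted p = 0.0328, adjusted p = 0.485 with an estimated correlation), among them NKG7 at 4.11 ± 0.24. All 14 cell cycle genes rose (median 3.09, camera adjusted p = 1.89e-06, adjusted p = 0.46 with an estimated correlation), such as TOP2A at 3.03 ± 0.28. Neutrophil genes had 5 rises in 7 (median 3.48) and resident macrophage genes 4 in 8 (median 1.02), and camera called neither (adjusted p = 0.0887 and 0.113). S100A8, an alarmin of neutrophils, rose by 6.14 ± 0.72 (adjusted p = 4.22e-06), TREM2, a lipid receptor of macrophages, by 6.4 ± 0.34 (adjusted p = 4.19e-09), and C1QA was at -0.09 (adjusted p = 0.819).

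Matrix lists were higher as well. The myofibroblast signature had 62 rises and 6 falls in 83 genes (the same adjusted over the list alone, camera adjusted p = 3.79e-07, adjusted p = 0.485 with an estimated correlation). Of 30 collagens and matrix proteins 21 rose and 2 fell (median 1.6, camera adjusted p = 0.000484, adjusted p = 0.485 with an estimated correlation). Of 25 genes of collagen processing and secretion 24 rose and 1 fell (median 1.68, camera adjusted p = 5.86e-07, adjusted p = 0.46 with an estimated correlation). SERPINH1, the collagen chaperone, rose by 1.83 ± 0.21 and P4HB by 1.68 ± 0.15. Matrix proteases and inhibitors had 12 rises and 1 fall in 14 (median 2.99, camera adjusted p = 0.001, adjusted p = 0.46 with an estimated correlation). Archetype 4, named for matrix deposition, had 86 rises and 25 falls in 147 (camera adjusted p = 0.000484, adjusted p = 0.485 with an estimated correlation). Archetype 2 had 72 and 41 in 134 (72 and 43 adjusted over the list alone, camera adjusted p = 0.0197, adjusted p = 0.485 with an estimated correlation). Camera did not call archetype 1 (23 rises, 14 falls in 65, adjusted p = 0.221), archetype 3 (23 and 12 in 50, 0.151) or mature scar genes (5 and 0 in 11, 0.296). It did not call growth factors (9 and 3 in 17, 0.272) or quiescent fibroblast genes (2 and 5 in 10, 0.257). TIMP1 and its receptor CD63 rose and APP, another of its binding partners, fell (-1.09 ± 0.14).

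Cardiomyocyte contractile and oxidative lists were lower. All 16 sarcomere genes fell (median -3.57, camera adjusted p = 5.86e-07, adjusted p = 0.471 with an estimated correlation). So did all 13 genes of calcium handling (-3.1, camera adjusted p = 4.53e-06, adjusted p = 0.46 with an estimated correlation), such as ATP2A2, the calcium pump of the sarcoplasmic reticulum (-3.53 ± 0.33). All 18 genes of fatty acid oxidation fell (-2.32, camera adjusted p = 2.16e-07, adjusted p = 0.46 with an estimated correlation). Oxidative phosphorylation had 18 falls and 1 rise in 19 (median -2.19, camera adjusted p = 5.86e-07, adjusted p = 0.485 with an estimated correlation). All 13 mitochondrially encoded genes fell (-2.78, camera adjusted p = 5.86e-07, adjusted p = 0.46 with an estimated correlation), beside mitochondrial shares of 5.783 to 10.56% in the infarct. Of 12 agrin receptors and YAP targets 8 fell and 2 rose (median -0.87, camera adjusted p = 0.0228, adjusted p = 0.46 with an estimated correlation). DAG1, which encodes dystroglycan, stood at -1.23 ± 0.19, and CCN2, a matricellular YAP target, at 1.5 ± 0.48. The call of CCN2 ended without animal 571 (1.48, adjusted p = 0.0536) or 575 (1.34). Glycolysis genes had 5 rises and 7 falls in 15, with a median of -0.23, a mean of 0.15, camera down (adjusted p = 0.748) and fry up.

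Other lists were not called by camera on day 3 in saline animals. Rises and falls were 0 and 3 in 12 endothelial genes, 2 and 1 in 6 lymphatic, 2 and 4 in 10 pericyte and smooth muscle (2 and 3 adjusted over the list alone), 2 and 0 in 5 mast cell and 1 and 1 in 6 adipocyte genes. They were 1 and 6 in 12 interferon response, 1 and 0 in 7 complement and 3 and 1 in 8 senescence genes (2 and 1 adjusted over the list alone). Counts were 1 and 4 in 10 fetal program and 2 and 1 in 10 immediate early genes (1 and 1 adjusted over the list alone). Schwann and nerve genes had 2 and 2 in 6, with a median of -0.36, a mean of 0.04 and camera down. Of lists under 5 genes, the 3 mesothelial genes had 1 fall, and the 3 erythroid and 3 sex-linked genes no change that passed. Of the 31 key genes 17 rose and 9 fell (17 and 10 adjusted over the list alone). Library size alone, with no scaling factor, moved the median of all genes to 0.69 log2 and gave 5197 genes higher and 1467 lower. The split between directions thus depended on the scaling.

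The same comparison on day 3 in rhAgrin animals asked whether the early response was present under treatment, and macrophage, matrix and cardiomyocyte lists moved as in saline animals. CD68 rose by 4.46 ± 0.18 (165 ± 20.5 against 4.77 ± 1.71 CPM, adjusted p = 2.1e-10). SPP1 rose by 9.35 ± 0.86 (12300 ± 6150 against 11.2 ± 5.42 CPM, adjusted p = 3.56e-07) and FN1 by 4.61 ± 0.3 (adjusted p = 1.13e-08). COL1A1 rose by 2.85 ± 0.33 (17200 ± 7000 against 1410 ± 351 CPM, adjusted p = 2.51e-06). TIMP1 rose 16-fold (510 ± 198 against 19.2 CPM), and MYH7 fell by 2.8 ± 0.39 (adjusted p = 1.59e-05). Other large rises were SFRP2 at 8.91 ± 0.93 and TCN1 at 8.79 ± 0.31, while ATP6V0D2 rested on 1 remote count (ratio 3318, 595 to 131090) and SIGLEC15, a receptor of osteoclasts, on 2 (ratio 384, 106 to 3177). DHRS7C (-5.84 ± 0.76), DLK1 (-5.66 ± 0.57), MYOM2 (-5.62 ± 0.7), ADHFE1 (-5.05 ± 0.42) and KCNIP2 (-4.97 ± 0.56) had the largest falls. ANKRD1, a stress gene of cardiomyocytes, fell by 1.6 ± 0.56, a call that ended without animal 570 (-1.21) or 572 (-1.55).

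In these animals 65 macrophage signature genes rose and 2 fell (66 and 2 adjusted over the list alone, median 2.98, camera adjusted p = 9.28e-18, adjusted p = 0.363 with an estimated correlation). Of myofibroblast genes 69 rose and 6 fell (median 1.59, camera adjusted p = 1.79e-09, adjusted p = 0.363 with an estimated correlation). Of 30 collagens and matrix proteins 24 rose and none fell (median 2.02, camera adjusted p = 8.47e-06, adjusted p = 0.363 with an estimated correlation). All 16 sarcomere genes fell (median -3.13, camera adjusted p = 1.81e-06, adjusted p = 0.363 with an estimated correlation), as did 13 calcium handling and 18 fatty acid oxidation genes. Of cell cycle genes 14 of 14 rose (median 2.42, camera adjusted p = 1.65e-05, adjusted p = 0.363 with an estimated correlation). The 3 erythroid genes fell, HBB by 1.43 ± 0.36. Called genes numbered 5371, 2975 higher and 2396 lower, and library size alone moved the median to 0.764 log2, with 5596 higher and 1260 lower.

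Changes on day 3 were shared between treatments in direction: 2556 genes were called higher in both and 2188 lower in both, where independent lists would share 542 and 395, and 1 gene was called in opposite directions. Across genes, fold changes of the 2 treatments correlated at 0.949 (genes are not independent replicates).

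Whether rhAgrin altered the infarct response on day 3 was tested as the difference between the 2 treatments' responses. No gene passed: edgeR called 0, with 684 genes at an unadjusted p under 0.05 where 770 would be expected, and DESeq2 called 2, PPM1L and SLC22A15, both higher and named after their values were seen. COL1A1 differed by 0.71 ± 0.46, COL3A1 by 0.9 ± 0.29, and LOX, the collagen crosslinking enzyme, by 0.99 ± 0.36. SPP1 differed by -1.68 ± 0.99, S100A8 by -2.49 ± 1.04, CD68 by 0.22 and MYH7 by 0.35, all with an adjusted p of 1. No list had a member past the adjusted p over all genes. Adjusted over the list alone, 3 erythroid genes and 1 T and NK cell gene were lower. Camera called 10 lists, among them the myofibroblast signature (median 0.29, adjusted p = 1.06e-05, adjusted p = 0.923 with an estimated correlation) and collagens (0.37, adjusted p = 1.06e-05, adjusted p = 0.862 with an estimated correlation). Without animal 573 these medians were 0.43 and 0.47, with camera adjusted p = 1.1e-06 and 5.95e-05. Camera also called interferon response genes higher (0.41, adjusted p = 0.000254, adjusted p = 0.862 with an estimated correlation) and cell cycle genes lower (-0.48, adjusted p = 1.88e-05, adjusted p = 0.862 with an estimated correlation), with 0.29 and -0.33 without animal 573. Without animal 575, 6 genes were called lower, 2 of them named (EIF1AY and ZFY, Y-linked, chosen after their values were seen).

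Within single zones on day 3, rhAgrin and saline animals were compared to see the levels themselves. In the infarct zone 0 of 14968 genes were called by edgeR (170 at an unadjusted p under 0.05, 748 expected) and 0 by DESeq2 (215). COL1A1 stood at 0.03 ± 0.61, FN1 at -0.12 ± 0.52, TIMP1 at -0.35 ± 0.33 and CD68 at -0.32 ± 0.36. The remote zone gave 0 of 14324 (554, 716 expected), and DESeq2 called 1 gene there, the unnamed ENSSSCG00000051033 (665 at an unadjusted p under 0.05); ACTA2, smooth muscle actin, stood at -1.33 ± 0.44 and COL1A1 at -0.83 ± 0.45. No member of any list passed in either zone over all genes. Interferon response genes had a median of 0.65 in the infarct zone (camera adjusted p = 1.78e-07, adjusted p = 0.336 with an estimated correlation). Collagens had a median of -0.39 in the remote zone (camera adjusted p = 7.1e-06, adjusted p = 0.867 with an estimated correlation). These remote values rested on saline animal 573, whose remote library had 334 CPM of ACTA2 and 4480 CPM of COL1A1, against 71.5 and 91.7 and against 1840 and 1540 in the other two. Without it ACTA2 stood at -0.26, COL1A1 at -0.16 and the collagen median at -0.20 (camera adjusted p = 0.0162).

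On day 28 the comparison of zones in saline animals asked what remained of the response in the late scar. Matrix genes were higher. CTHRC1 rose 12.7-fold (93.2 ± 93.4 against 6.39 ± 7.27 CPM, log2 3.67 ± 0.34, adjusted p = 6.04e-05, higher in 3 of 3 animals). COL1A1 rose 4.89-fold (12000 ± 12900 against 1560 ± 899 CPM, log2 2.29 ± 0.38, adjusted p = 0.0016) and FN1 by 2.74 ± 0.32 log2 units (2400 ± 2320 against 219 ± 73.6 CPM, adjusted p = 0.000236). SFRP2 (8.61 ± 1.12), TNN (7.26 ± 0.85), PTN (5.44 ± 1.1), COL9A3 (5.24 ± 0.47) and COL11A1 (4.56 ± 1.56) had the largest rises; TNN is a tenascin and COL9A3 and COL11A1 are collagens of cartilage. POSTN (2.77 ± 0.4) and TNC (4.39 ± 0.75), matricellular proteins, and TREM2 (3.16 ± 0.33, adjusted p = 0.000136) and CD68 (1.2 ± 0.19, adjusted p = 0.00108) were also higher. ATP2A2 fell by 1.17 ± 0.3 (adjusted p = 0.014) and CPT1B, which carries fatty acids into mitochondria, by 1.12 ± 0.31. The largest falls were those of CCK (-2.08 ± 0.72), SBK2 (-1.96 ± 0.43), PLIN4 (-1.83 ± 0.31), LRFN2 (-1.82 ± 0.52) and CKM (-1.8 ± 0.55). TIMP1 passed at 0.98 ± 0.32 (adjusted p = 0.0398), under the fold threshold. CSF1R (0.34 ± 0.2, adjusted p = 0.224), CD163 (0.54 ± 0.21, adjusted p = 0.0736), MYH7 (-0.88 ± 0.43, adjusted p = 0.145) and COMP (5.14 ± 2.78, adjusted p = 0.194) did not pass.

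In all 1207 genes were called in day 28 saline animals, 860 higher and 347 lower. Of these, 564 of the former and 326 of the latter were called the same way in day 3 saline animals, where independent lists would share 157 and 57. The count depended on animal 523: without it 381 genes were called, 372 higher and 9 lower, against 1322 without 536 and 1482 without 547. Without animal 523 the adjusted p no longer passed for ACTA2 (0.93), ATP2A2 (-0.80), CCK (-1.16), CKM (-1.03), COL11A1 (2.61), CPT1B (-0.50), LRFN2 (-1.39), PPARGC1A (-0.74), PTN (3.97), SBK2 (-1.39), SPP1 (2.05), TIMP1 (0.97) and TNNI3 (-0.58). CTHRC1, COL1A1, COL3A1, FN1, POSTN, TNC, TREM2 and CD68 passed in each refit without 1 animal. ACTA2 (1.39), CCK (-2.50), COL11A1 (3.58), LRFN2 (-1.92), PPARGC1A (-1.46), SPP1 (2.27) and TIMP1 (0.84) also failed without animal 536. PPARGC1A (-1.29) and TIMP1 (1.16) failed without 547, and COMP passed without 547 (7.82). Fitted on these 6 libraries alone the model called 4 genes, ANGPT4, COL9A3, CTHRC1 and LRRC17, all higher and chosen here after their values were seen; without the block it called 629.

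Of the myofibroblast signature 70 of 83 genes rose and none fell (73 and 0 adjusted over the list alone, median 1.32, camera adjusted p = 5.28e-30, adjusted p = 0.205 with an estimated correlation). Of collagens and matrix proteins 24 of 30 rose (26 adjusted over the list alone, median 1.65, camera adjusted p = 1.48e-17, adjusted p = 0.205 with an estimated correlation). COL1A2 stood at 1.86 and SPARC at 1.64 ± 0.25. Collagen processing had 19 rises and 1 fall in 25 (20 and 1 adjusted over the list alone, median 0.93, camera adjusted p = 4.13e-11, adjusted p = 0.217 with an estimated correlation). Mature scar genes had 7 rises in 11 (9 adjusted over the list alone, median 2.4, camera adjusted p = 4.19e-05, adjusted p = 0.297 with an estimated correlation). Among them were THBS4 at 2.16, FMOD, which encodes fibromodulin, at 3.5 and CILP at 3.16 ± 0.78. Without animal 523 these 3 no longer passed (1.84, 1.91 and 2.99), and FMOD (3.02) and CILP (2.96) failed without 536 too. Proteases had 8 rises in 14 (median 1.05, camera adjusted p = 2.73e-05, adjusted p = 0.205 with an estimated correlation). MMP2 stood at 1.73 ± 0.23 and MMP9 at 3.58 ± 0.39. Archetype 4 had 70 rises and 1 fall in 147 (79 and 2 adjusted over the list alone, camera adjusted p = 1.98e-14, adjusted p = 0.214 with an estimated correlation). Archetypes 1 to 3 were called higher as well (camera adjusted p = 0.00486, 0.00083 and 0.000981, adjusted p = 0.406, 0.298 and 0.205 with an estimated correlation). Without animal 523, 46 myofibroblast genes and 19 collagens and matrix proteins still rose.

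The macrophage signature had 37 rises and 1 fall in 73 genes (39 and 1 adjusted over the list alone, median 0.6, camera adjusted p = 2.14e-08, adjusted p = 0.282 with an estimated correlation). CTSH, a lysosomal protease, rose by 1.42 ± 0.16 (adjusted p = 0.000215). Without animal 523, 15 of its genes rose. Cell cycle genes had 7 rises in 14 (10 adjusted over the list alone, median 0.87, camera adjusted p = 8.1e-05, adjusted p = 0.337 with an estimated correlation). Inflammatory cytokines had 6 in 13 (8 adjusted over the list alone, camera adjusted p = 0.00486, adjusted p = 0.298 with an estimated correlation) and complement genes 4 in 7 (camera adjusted p = 0.00192, adjusted p = 0.282 with an estimated correlation). Neutrophil, T and NK cell and B and plasma cell genes had no member that passed. Immediate early genes, which respond to tissue handling, had 4 rises in 10 (median 1.14, camera adjusted p = 0.00486, adjusted p = 0.406 with an estimated correlation). FOS rose by 3.97 ± 1.02, a call that failed without animal 523 (2.89) or 536 (3.19).

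Metabolic and contractile lists of cardiomyocytes were lower. Oxidative phosphorylation had 18 falls in 19 (median -1.09, camera adjusted p = 2.51e-09, adjusted p = 0.297 with an estimated correlation). Fatty acid oxidation had 15 in 18 (17 adjusted over the list alone, -0.99, camera adjusted p = 1.93e-08, adjusted p = 0.282 with an estimated correlation) and glycolysis 6 in 15 (8 with 1 rise adjusted over the list alone, camera adjusted p = 0.00195, adjusted p = 0.223 with an estimated correlation). Calcium handling had 4 in 13 (11 adjusted over the list alone, camera adjusted p = 0.000183, adjusted p = 0.337 with an estimated correlation) and sarcomere genes 2 in 16 (0 adjusted over the list alone, -1.03, camera adjusted p = 0.000123, adjusted p = 0.39 with an estimated correlation). All 13 mitochondrially encoded genes fell (-1.11, camera adjusted p = 3.82e-08, adjusted p = 0.288 with an estimated correlation), beside a mitochondrial share of 20.25 ± 11.71% in the infarct zone of this group. Without animal 523 the falls were 6 for oxidative phosphorylation, 4 for fatty acid oxidation and 0 for the sarcomere and for the mitochondrial genome. Agrin receptors and YAP targets had 2 rises in 12, with a median of -0.1, a mean of 0.25 and camera up (adjusted p = 0.815). The fetal program had none, with a median of 0.23 and camera down (adjusted p = 0.911). Library size alone moved the median of all genes to 0.333 log2, with 1684 genes higher and 76 lower. Endothelial genes had 2 falls in 12 and a median of -0.36 (camera adjusted p = 0.00199, adjusted p = 0.364 with an estimated correlation), about the size of that shift.

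**Figure D2:**
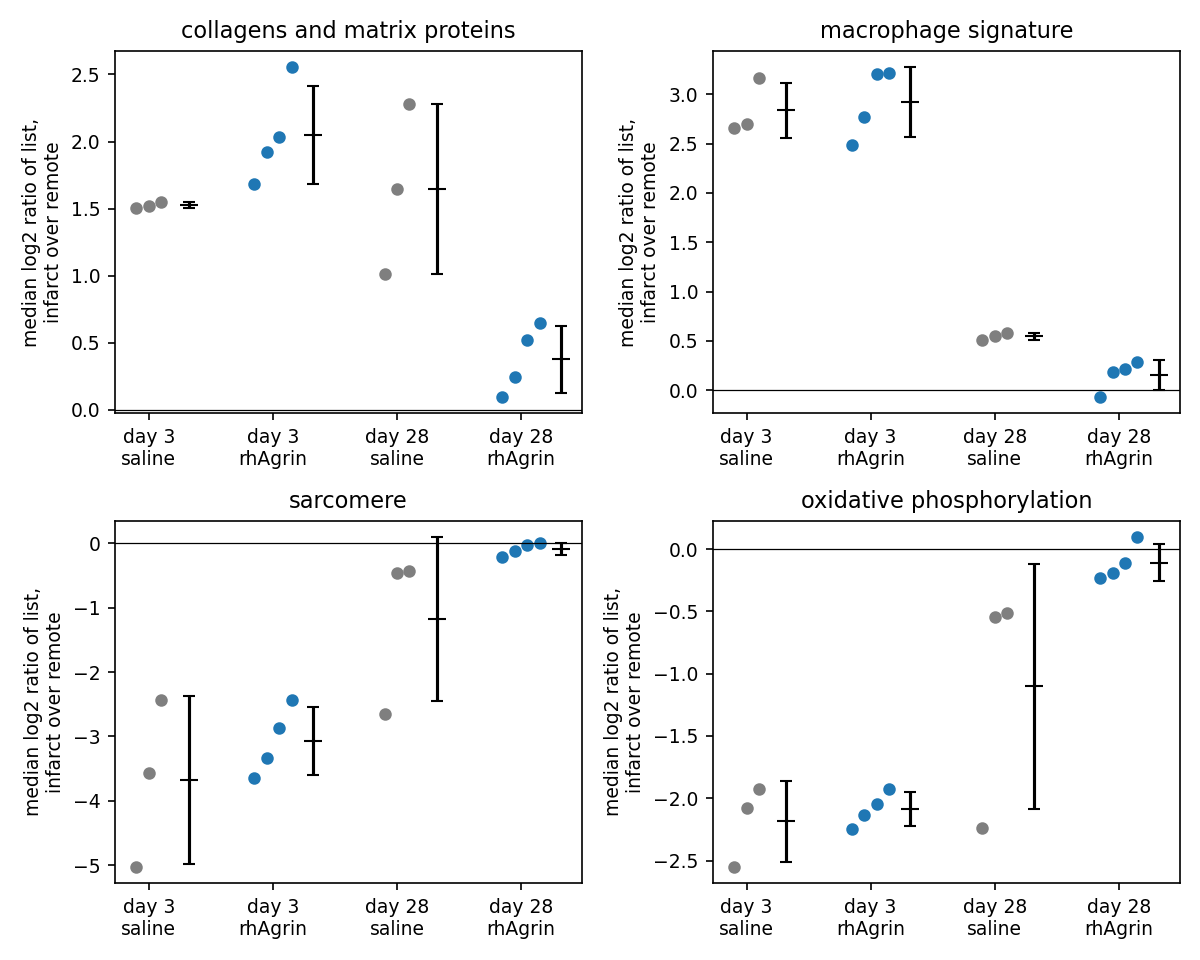
Median log2 ratio of infarct to remote (y axes) over the genes of 4 lists in each animal (grey for saline, blue for rhAgrin), with the mean and SD of each treatment and day beside them. On day 28 the sarcomere median of saline animal 523 lies at -2.65 and those of the other two saline animals at -0.46 and -0.43, and the collagen medians of rhAgrin animals lie between 0.10 and 0.65.

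On day 28 in rhAgrin animals the comparison of zones asked whether a scar program was present under treatment, and no gene passed. COL1A1 stood at 0.83 ± 0.3 (2710 ± 2020 against 1340 ± 721 CPM), COL3A1 at 0.55 ± 0.19 and FN1 at 0.48 ± 0.26 (328 against 194 CPM). CTHRC1 stood at 0.53 ± 0.3 (6.34 against 3.56 CPM), CD68 at 0.04 ± 0.16 and MYH7 at -0.04 ± 0.36 (31900 ± 2680 against 31200 ± 1180 CPM), all with an adjusted p of 1. TIMP1 stood at 0.39 ± 0.28, with -0.1 in animal 519 and 0.5, 0.56 and 0.56 in the other animals. EdgeR called 0 of 15409 genes (lowest adjusted p 0.357, 599 at an unadjusted p under 0.05, 770 expected), DESeq2 called 0 (536), and the model on these 8 libraries alone called 0 (1340). No list had a member past the adjusted p over all genes. Adjusted over the list alone, 1 quiescent fibroblast, 1 protease, 2 mast cell and 2 mesothelial genes were higher. Camera called 22 lists, among them the myofibroblast signature (median 0.28, adjusted p = 3.97e-16, adjusted p = 0.347 with an estimated correlation) and collagens (0.39, adjusted p = 1.47e-11, adjusted p = 0.347 with an estimated correlation). It also called mature scar (0.82, adjusted p = 0.00122, adjusted p = 0.469 with an estimated correlation), immediate early (0.67, adjusted p = 1.6e-05, adjusted p = 0.347 with an estimated correlation) and macrophage genes (0.14, adjusted p = 3.51e-06, adjusted p = 0.347 with an estimated correlation). It did not call sarcomere (-0.05, adjusted p = 0.615) or oxidative phosphorylation genes (-0.09, adjusted p = 0.13). On simulated data the same fit called 41 of 100 genes changed 2-fold and 85 of 100 changed 4-fold. A 2-fold change lies on the fold threshold itself, and 73 of those 100 passed the adjusted p alone.

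**Figure D3:**
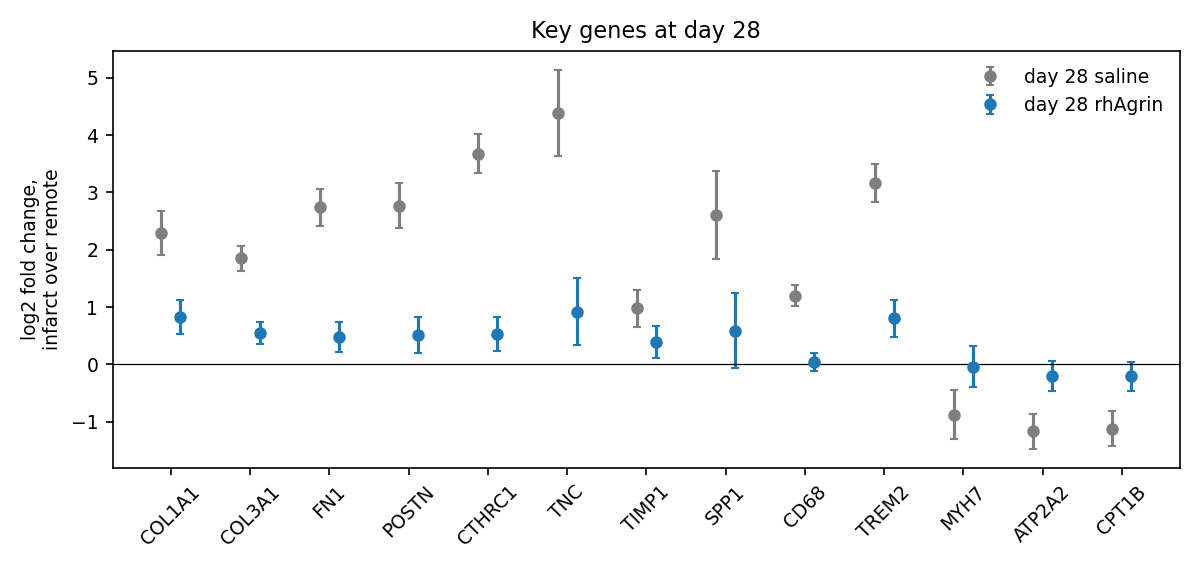
Log2 fold change of infarct over remote on day 28 for 13 key genes in saline (grey) and rhAgrin (blue) animals; points are edgeR estimates and bars their SE. In saline animals TNC lies at 4.39 and CTHRC1 at 3.67, and in rhAgrin animals they lie at 0.92 and 0.53.

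Whether the day 28 response differed between treatments was tested directly. Several named genes of matrix and fibroblasts had a smaller response after rhAgrin. COL9A3 differed by -3.96 ± 0.66 (adjusted p = 0.0319), ADAM12, a metalloprotease of activated fibroblasts, by -3.55 ± 0.5 (adjusted p = 0.0133), and CTHRC1 by -3.14 ± 0.44 (adjusted p = 0.0133). ANGPT4, an angiopoietin, differed by -2.93 ± 0.41 (adjusted p = 0.0133) and PIEZO2, a mechanosensitive channel, by -2.51 ± 0.51 (adjusted p = 0.0416). FN1 (-2.26 ± 0.41, adjusted p = 0.0319) and TREM2 (-2.36 ± 0.47, adjusted p = 0.04) passed too. COL1A1 (-1.46 ± 0.48, adjusted p = 0.109), COL3A1 (-1.3 ± 0.29, adjusted p = 0.0523) and POSTN (-2.26 ± 0.5, adjusted p = 0.0523) did not pass. Nor did CD68 (-1.16 ± 0.25, adjusted p = 0.0502), TIMP1 (-0.59 ± 0.43, adjusted p = 0.439) or MYH7 (0.84, adjusted p = 0.399). In all 75 genes were called, 0 higher and 75 lower, and DESeq2 called 409 (85 higher and 324 lower).

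Of the myofibroblast signature 15 of 83 genes were lower (59 adjusted over the list alone, median -1.06, camera adjusted p = 1.24e-25, adjusted p = 0.342 with an estimated correlation). Of collagens and matrix proteins 4 of 30 were lower (22 adjusted over the list alone, -1.28, camera adjusted p = 3.5e-15, adjusted p = 0.342 with an estimated correlation), and of collagen processing 3 of 25 (15 adjusted over the list alone, -0.74, camera adjusted p = 1.13e-09, adjusted p = 0.362 with an estimated correlation). Of the macrophage signature 2 of 73 were lower (8 adjusted over the list alone, -0.36, camera adjusted p = 1.9e-05, adjusted p = 0.362 with an estimated correlation). COL5A1 (-1.27), COL5A2 (-1.47), VCAN (-1.87) and TGFB3, a profibrotic growth factor (-2.21), were members of these lists that were lower, as was MMP14 of the proteases, which activates other proteases at the cell surface (-1.5). Oxidative phosphorylation genes leaned the other way (median 0.97, 0 higher over all genes and 18 adjusted over the list alone, camera adjusted p = 1.86e-09, adjusted p = 0.362 with an estimated correlation). So did fatty acid oxidation (0.85, 0 and 11, camera adjusted p = 2.83e-07, adjusted p = 0.362 with an estimated correlation) and sarcomere genes (0.97, 0 and 0, camera adjusted p = 0.000175, adjusted p = 0.468 with an estimated correlation), with a median of 0.38 without animal 523. Mitochondrially encoded genes did as well (0.93, 0 and 0, camera adjusted p = 5.97e-07, adjusted p = 0.362 with an estimated correlation).

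The count of 75 rested on single animals. It was 4 without 519, 544 or 523, 3 without 536, 15 without 522, 25 without 548 and 342 without 547, 4 on the libraries of day 28 alone (ANGPT4, CLMP, GXYLT2 and the unnamed ENSSSCG00000039222) and 1 without the block (MAP1LC3C). CLMP, GPC6 and GXYLT2 were called without each of 519, 523, 536 and 544, with PTK7 as the fourth without 519 or 544 and MAP1LC3C without 523; these names were chosen after their values were seen. CTHRC1, ADAM12 and ANGPT4 ended without 519, 523, 536 or 544, COL9A3 also without 548, and FN1, TREM2 and PIEZO2 also without 522 or 548. Directions were kept throughout (FN1 -2.41 to -1.78, CTHRC1 -3.32 to -2.89 in the refits that ended the call). COL5A1, COL5A2, VCAN and TGFB3 ended without each animal but 547, and MMP14 without each but 547 and 548. Without animal 547, COL1A1 (-2.10), COL3A1 (-1.51), CD68 (-1.20) and POSTN (-2.89) passed. Without animal 523, 1 myofibroblast gene and no collagen was lower. Library size alone moved the median to -0.268 log2 and called 585 genes, 6 higher and 579 lower.

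Within the infarct zone of day 28, rhAgrin and saline animals were compared to see which levels differed. Genes of the mature scar were lower with rhAgrin. TNN stood at 0.183 against 50.5 CPM (log2 -7.59 ± 0.98, adjusted p = 0.0043). COMP, a cartilage matrix protein of late scar fibroblasts, stood at 1.05 ± 1.29 against 292 ± 375 CPM (-7.57 ± 1.24, adjusted p = 0.0107) and ACAN, which encodes aggrecan, at 0.939 against 121 ± 172 CPM (-6.48 ± 0.88, adjusted p = 0.00447). CILP2 (-4.98 ± 1.1) and PRSS35 (-4.61 ± 0.84) followed. FN1 (-2.53 ± 0.53, adjusted p = 0.0204), POSTN (-2.98 ± 0.5), CTHRC1 (-3.5 ± 0.61) and TNC (-4.44 ± 0.66) were lower. So were TIMP1 (-1.2 ± 0.33, 18.9 ± 7.25 against 54.5 ± 36.2 CPM, adjusted p = 0.0462), CD68 (-1.53 ± 0.36) and SPP1 (-2.32 ± 0.62), and COL1A1 (-1.77 ± 0.61, adjusted p = 0.0856) and COL3A1 (-1.36, adjusted p = 0.118) did not pass. Higher with rhAgrin were MT3 (4.67-fold), a metallothionein, CCDC112 (1.93 ± 0.51), SPATA6L (1.73 ± 0.45), SHISAL1 (1.68 ± 0.41) and KHDRBS3 (1.67 ± 0.36). In all 643 genes were called, 39 higher and 604 lower.

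Mature scar genes were lower in 9 of 11 (median -3.14, camera adjusted p = 2.37e-07, adjusted p = 0.438 with an estimated correlation). Myofibroblast genes were lower in 42 of 83 (66 adjusted over the list alone, -1.35, camera adjusted p = 1.64e-20, adjusted p = 0.438 with an estimated correlation) and collagens in 17 of 30 (24 adjusted over the list alone, -1.59, camera adjusted p = 9.38e-12, adjusted p = 0.438 with an estimated correlation). Macrophage signature genes were lower in 19 of 73 (41 with 1 higher adjusted over the list alone, -0.78, camera adjusted p = 2.84e-10, adjusted p = 0.438 with an estimated correlation). Lipid-associated macrophage genes were lower in 6 of 12 (8 with 1 higher adjusted over the list alone, -1.61, camera adjusted p = 0.0015, adjusted p = 0.438 with an estimated correlation), such as GPNMB at -3.84 ± 0.49. Sarcomere genes had no member that passed (median 0.88, camera adjusted p = 0.000183, adjusted p = 0.495 with an estimated correlation). Mitochondrial shares in this zone were 26.12 ± 6.929% with rhAgrin and 20.25 ± 11.71% with saline. The count was 155 without animal 519, 319 without 522, 114 without 523, 133 without 544, 504 without 548, 957 without 547 and 1228 without 536. The libraries of day 28 infarct alone gave 4 genes (ADAMTS8, CSF2RB, MAP1LC3C and TNN, lower, chosen after their values were seen). TNN, COMP, ACAN, PRSS35, POSTN, CTHRC1, TNC and GPNMB passed in each refit without 1 animal. FN1, TIMP1 and CD68 failed without 519, 522, 523 or 544 (-1.67, -0.77 and -0.94 without 523), CILP2 without 519, 523, 544 or 548 (-3.48 without 523), and SPP1 without 519, 523, 544, 547 or 548 (-1.93 without 523). The 5 higher genes each failed without 2 or more animals, 519 and 523 among them. COL1A1 passed without 547 (-2.13). Library size alone moved the median to -0.289 log2 and called 1215 genes, 26 higher and 1189 lower. Without animal 523, 11 myofibroblast genes, 6 collagens and 2 macrophage genes were lower.

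In the remote zone of day 28 edgeR called 0 of 14324 genes between treatments (656 at an unadjusted p under 0.05, 716 expected). DESeq2 called 5 (760), SYCP2 higher and HMOX1, SNX10, THBS4 and the unnamed ENSSSCG00000002825 lower, chosen after their values were seen. HMOX1 was the 1 gene called by edgeR without animal 536, and ENSSSCG00000012071 the 1 called without 523. COMP stood at -5.99 ± 2.16, TNC at -1.36 ± 0.61, TIMP1 at -0.68 ± 0.32 and MYH7 at 0.42 ± 0.18, none passing. The remote library of saline animal 547 stood apart, with 65.5 CPM of COMP and 30.6 CPM of TNC against at most 2.03 and 7.68 in the other two, and without it COMP stood at -1.49 and TNC at -0.13. Without 523 TIMP1 stood at -0.32 and MYH7 at 0.22. No list had a member past the adjusted p over all genes. Adjusted over the list alone, 5 mature scar genes were lower (median -1.25, camera adjusted p = 2.64e-06, adjusted p = 0.664 with an estimated correlation, and -0.44 without animal 547, camera adjusted p = 0.0328). Macrophage signature genes had a median of -0.42 (camera adjusted p = 1.24e-09, adjusted p = 0.664 with an estimated correlation), which rested on animal 523 (-0.14 without it, camera adjusted p = 0.0291).

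**Figure D4:**
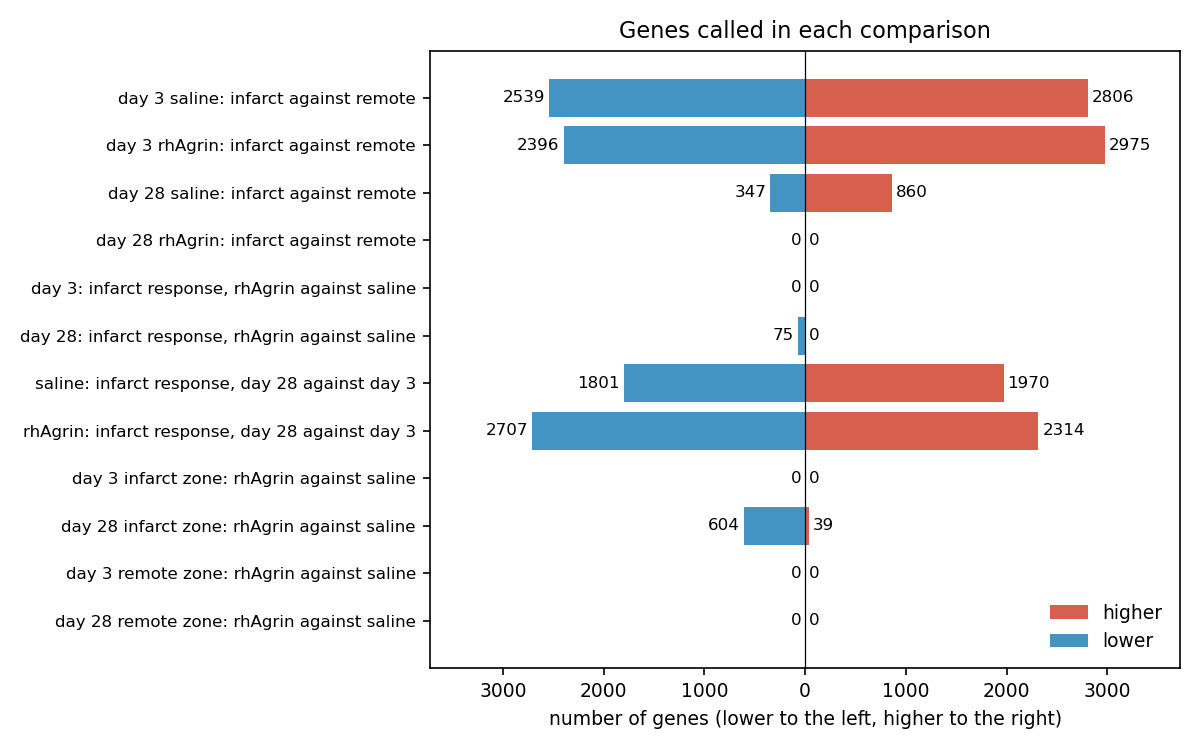
Number of genes called in each of the 12 comparisons, higher to the right and lower to the left. Day 3 zone comparisons called 5345 and 5371 genes, and the day 28 comparison called 1207 in saline and 0 in rhAgrin animals.

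The change of the infarct response from day 3 to day 28 was tested within each treatment. In saline animals macrophage signature genes fell. SPP1 fell by 8.44 ± 1.15 (adjusted p = 0.000108), CLEC5A by 6.37 ± 0.52, ACP5, a lysosomal phosphatase, by 6.14 ± 0.58, and AQP9 by 6.1 ± 0.51. TIMP1 fell by 3.6 ± 0.47 (adjusted p = 7.41e-05) and CD68 by 3.03 ± 0.27 (adjusted p = 3.09e-06). COL1A1 (0.15 ± 0.51, adjusted p = 0.84), COL3A1 (0.71 ± 0.31, adjusted p = 0.0781), POSTN (-0.58, adjusted p = 0.393) and CTHRC1 (-0.86 ± 0.46, adjusted p = 0.146) did not pass. FN1 fell by 1.54 ± 0.43 (adjusted p = 0.0107), a call that ended without the block (-1.28) and on the libraries of the comparison alone (-1.54). MYH7 rose by 2.26 ± 0.62, a call that also ended on those libraries alone (2.26), and ATP2A2 by 2.36 ± 0.43. The largest rises were those of DHRS7C (5.18 ± 1.13), MYOM2 (5.02 ± 1.01), ADRA1A (4.95 ± 1), RNF207 (4.44 ± 0.87) and KCNIP2 (4.32 ± 0.81). Called genes numbered 3771, 1970 higher and 1801 lower. The fitted fall of TCN1 (-9.98 ± 3.26) depends on the prior count and its call ended without 523, 536, 547 or 571. COL3A1 passed without 547 (0.91) and with DESeq2 (0.72), and CTHRC1 passed without 571 (-1.39). S100A8 (-5.82) failed without 523 (-5.65).

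By list, 64 of 73 macrophage signature genes fell and none rose in saline animals (64 and 1 adjusted over the list alone, median -2.54, camera adjusted p = 2.3e-24, adjusted p = 0.171 with an estimated correlation). So did 13 of 14 cell cycle genes (-2.16, camera adjusted p = 9.93e-06, adjusted p = 0.495 with an estimated correlation). Of 13 inflammatory cytokines and chemokines 7 fell and none rose (median -1.92), and camera did not call the list (adjusted p = 0.0574). The myofibroblast signature had 12 rises and 11 falls in 83 (12 and 9 adjusted over the list alone, median 0.11, camera adjusted p = 0.682). Collagens had 5 and 1 in 30 (4 and 1 adjusted over the list alone, median 0.12, camera adjusted p = 0.284). Archetype 4 had 28 and 34 in 147 with a median of 0.12, camera up (adjusted p = 0.883) and fry down. Quiescent fibroblast genes had 8 rises in 10 (1.34, camera adjusted p = 0.00436, adjusted p = 0.303 with an estimated correlation). All 16 sarcomere genes rose (2.63, camera adjusted p = 9.42e-06, adjusted p = 0.495 with an estimated correlation) and 9 of 12 agrin receptors and YAP targets rose (0.78, camera adjusted p = 0.0025, adjusted p = 0.41 with an estimated correlation). Library size alone moved the median to -0.314 log2, with 1291 genes higher and 2855 lower.

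In rhAgrin animals macrophage signature and matrix genes both fell. COL1A1 fell by 2.02 ± 0.43 (adjusted p = 0.00121), COL3A1 by 1.5 ± 0.27 (a call that ended without the block, -1.43), FN1 by 4.13 ± 0.38 (adjusted p = 1.13e-06), and CTHRC1 by 4.25 ± 0.42 (adjusted p = 2.48e-06). TIMP1 (-3.61 ± 0.41), SPP1 (-8.76 ± 1.01) and CD68 (-4.42 ± 0.24, adjusted p = 1.49e-08) fell too. CLEC5A (-7.72 ± 0.51), ACP5 (-7.39 ± 0.55), TREH (-7.29 ± 1.18) and GPNMB (-7.23 ± 1.06) also fell, and MYOM2 (5.66 ± 0.86), DHRS7C (5.65 ± 0.94), XDH (4.97 ± 1.47), KCNIP2 (4.91 ± 0.7) and CCK (4.83 ± 0.88) rose. Of 83 myofibroblast genes 63 fell and 5 rose (64 and 5 adjusted over the list alone, median -1.38, camera adjusted p = 1.16e-07, adjusted p = 0.455 with an estimated correlation). Of 30 collagens 21 fell (-1.53, camera adjusted p = 0.000145, adjusted p = 0.455 with an estimated correlation), and of 73 macrophage genes 63 fell and 2 rose (-2.82, camera adjusted p = 2.82e-20, adjusted p = 0.293 with an estimated correlation). Of 13 inflammatory cytokines and chemokines 7 fell and none rose (-2.51, camera adjusted p = 0.0143, adjusted p = 0.455 with an estimated correlation). All 16 sarcomere genes rose (3.02, camera adjusted p = 1.06e-06, adjusted p = 0.455 with an estimated correlation). Called genes numbered 5021, 2314 higher and 2707 lower, and library size alone moved the median to -0.702 log2, with 1271 higher and 5037 lower.

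The difference between the 2 treatments in this change over time was tested after the changes had been seen, to ask whether matrix genes receded more with rhAgrin. COL3A1 differed by -2.2 ± 0.41 (adjusted p = 0.0417) and CTHRC1 by -3.38 ± 0.62 (adjusted p = 0.0417), while FN1 (-2.58 ± 0.56, adjusted p = 0.0696), COL1A1 (-2.17 ± 0.67, adjusted p = 0.152), CD68 (-1.38 ± 0.35, adjusted p = 0.0991) and TIMP1 (-0.01 ± 0.6, adjusted p = 1) did not pass. The 2 calls ended without the block (-2.32 and -3.17), that of CTHRC1 also with no filter on low counts (-3.36, adjusted p = 0.0531). Without animal 519, 522, 523, 536, 544, 570, 571, 572, 573 or 575 neither passed (COL3A1 -2.28 to -2, CTHRC1 -3.71 to -2.82), COL3A1 also failed without 577 (-2.11) and CTHRC1 without 576 (-3.21). FN1 (-3.02) and COL1A1 (-2.81) passed without 547, and FN1 (-2.9) and CD68 (-1.7) with library size alone. In all 48 genes were called, 0 higher and 48 lower, against 510 with library size alone, 34 with RLE scaling and 0 without the block. Leaving out 1 animal gave 3 (544) to 161 (547), with 5 without 519, 522, 523 or 573, 6 without 570, 7 without 536, 14 without 575, 16 without 572 and 23 without 571.

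A measure of the 2 cell populations close to the study's, the share of counts held by a signature, was compared per animal. It covered the 73 macrophage and 83 myofibroblast genes that matched. The paper describes averaging the repeats of a group first, over its full lists. On day 3 the macrophage share was 12.9-fold higher in the infarct than in the remote zone of saline animals (3.44 against 0.262%, log2 ratio 3.69 ± 0.33, SD). It was 11.1-fold higher in rhAgrin animals (2.68 against 0.238%, 3.47 ± 0.36), a difference of -0.21 (exact permutation p = 0.457, adjusted 0.499 over 12 tests). On day 28 it was 1.54-fold (0.62 ± 0.06) and 1.12-fold higher (0.16 ± 0.20), a difference of -0.45 (exact permutation p = 0.0286, the smallest that 4 against 3 animals allow, adjusted 0.0469). With TMM-scaled CPM that difference was -0.176 (exact permutation p = 0.143), so it held for shares of counts and not after scaling. The myofibroblast share was 4.14-fold higher in saline and 5.74-fold higher in rhAgrin infarcts on day 3 (2.05 ± 0.10 and 2.52 ± 0.40, difference 0.47, exact permutation p = 0.0857, adjusted 0.114). On day 28 it was 3.53-fold (6.61 ± 6.02 against 1.53 ± 0.664%, 1.82 ± 0.68) and 1.37-fold higher (1.97 ± 0.878 against 1.37 ± 0.306%, 0.45 ± 0.32), a difference of -1.37 (exact permutation p = 0.0286, adjusted 0.0469). Every rhAgrin animal lay below every saline animal.

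Over both treatments, the macrophage ratio was 3.56 ± 0.34 on day 3 (higher in 7 of 7 animals, exact sign-flip permutation p = 0.0156) and 0.36 ± 0.28 on day 28 (6 of 7, exact p = 0.0312). The myofibroblast ratio was 2.32 ± 0.38 and 1.04 ± 0.86 (7 of 7 on both days, exact p = 0.0156), and all of these adjusted to 0.0469. From day 3 to day 28 the macrophage ratio of rhAgrin animals changed by -3.31 and the myofibroblast ratio by -2.07 (exact permutation p = 0.0286, adjusted 0.0469). In saline animals the changes were -3.07 (exact permutation p = 0.1, the smallest that 3 against 3 animals allow) and -0.22 (exact permutation p = 0.7). On day 28 archetype 4, for matrix deposition, had a ratio of 1.53 ± 0.69 in saline and 0.33 ± 0.29 in rhAgrin animals, a difference of -1.2. Archetype 1, for wound response, differed by -0.39, archetype 2 by -0.43 and archetype 3 by -0.69, and all 4 had an exact permutation p of 0.0286, unchanged by adjustment over 4 tests. With the mean of log2(CPM + 1) archetype 1 differed by -0.524 (exact permutation p = 0.114). Archetypes were not tested with TMM-scaled CPM, under which the macrophage difference no longer passed, so all 4 differences hold for shares of counts alone.

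**Figure D5:**
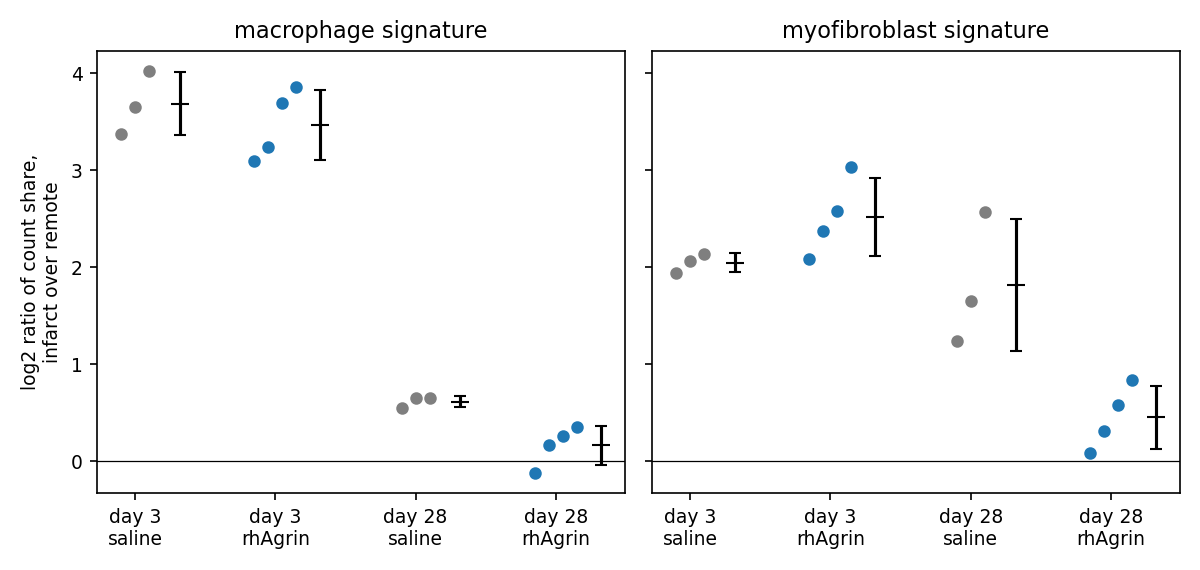
Log2 ratio of infarct to remote for the share of counts held by the macrophage signature (left) and the myofibroblast signature (right) in each animal (grey for saline, blue for rhAgrin), with the mean and SD of each group. On day 28 the mean myofibroblast ratio is 1.82 in saline and 0.45 in rhAgrin animals, and on day 3 the mean macrophage ratios are 3.69 and 3.47.

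Clustering asked whether the zones separate by overall expression. On day 3 the 2 clusters matched the zones in both treatments, with 0 libraries misplaced. On day 28 the saline libraries split into the infarct library of animal 523 against the other libraries, with 2 libraries misplaced. The rhAgrin libraries split by animal, with both zones of 519 and 522 in 1 cluster and 4 libraries misplaced. This split also followed sex. Both zones of 519 and 522 held Y-linked transcripts, while those of 544 and 548 had 0 counts of KDM5D, ZFY and EIF1AY.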

Values the study reported

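The study reported 5961 genes that differed between infarct and remote zones on day 3 and 1079 on day 28, over both treatments. It drew on signatures of 102 macrophage genes and 88 myofibroblast genes. Pigs had 60 min of ischaemia before reperfusion, and rhAgrin was given at 33 µg/kg.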

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

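The tests that weigh explanations for the 3 patterns below were chosen only after the results were seen, and the regroupings of the samples were planned. In the 4 rhAgrin animals of day 28, the TIMP1 ratio of infarct to remote lay far from the others in animal 519 (-0.1 against 0.5 to 0.56), with a gap of 0.909 of the whole range. That was 1 of 86 groups tested, all of rhAgrin animals, and chance gives about 1 in 20, or 4.3. The outlier test was run on groups of 4 only, so no saline group was tested and no saline animal could be flagged.

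Effects of the same contrast were compared between treatments and between days. On day 28 the infarct response differed between treatments in 75 genes, with COL9A3 at -3.96, ADAM12 at -3.55, CTHRC1 at -3.14, ANGPT4 at -2.93 and PIEZO2 at -2.51. The macrophage signature differed by -0.45 and the myofibroblast signature by -1.37, and archetypes 1 to 4 by -0.39, -0.43, -0.69 and -1.2. The infarct response differed between day 3 and day 28 in 3771 genes of saline animals, with DHRS7C at 5.18, MYOM2 at 5.02, ADRA1A at 4.95, RNF207 at 4.44 and KCNIP2 at 4.32 among the rises. TCN1 at -9.98, a fitted value that depends on the prior count, SPP1 at -8.44, CLEC5A at -6.37, ACP5 at -6.14 and AQP9 at -6.1 were among the falls. In rhAgrin animals it differed in 5021 genes, with MYOM2 at 5.66, DHRS7C at 5.65, XDH at 4.97, KCNIP2 at 4.91 and CCK at 4.83, and with SPP1 at -8.76, CLEC5A at -7.72, ACP5 at -7.39, TREH at -7.29 and GPNMB at -7.23. Their signatures differed between days by -3.31 (macrophage) and -2.07 (myofibroblast).

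When the samples were regrouped, the real split called the most genes for the day 28 difference between treatments. This held in the infarct response (75 genes, highest other split 1; 1 of 35 splits as large, the real one). It also held in the infarct zone (643, highest other 2; 1 of 35). The change over time in rhAgrin animals gave the same share (5021, highest other 0; 1 of 35). A share of 1 of 35 is the smallest that these splits allow. Shares were not adjusted over the comparisons, so the splits alone do not exclude chance. For the zones of day 3 rhAgrin animals, 1 of 32 splits was as large (5371, highest other 4685), and the high splits part the zones of only part of the animals, while the 7 others that part every pair called 0. For day 3 saline animals (5345, highest other 6) and the change over time in saline animals (3771, highest other 25), 10 splits are too few for a share under 0.05, with 1 split as large in each. They are also too few for day 28 saline animals (1207, highest other 2098, 3 of 10 as large). The 2 larger splits part only the pair of animal 523, which points to a structure of the samples that follows this animal, and the 3 others that part every pair called 0. A count of 0 leaves nothing for the splits to exclude, since every split is then as large by construction. This holds for day 28 rhAgrin zones (32 of 32 splits, highest other 0), the day 3 difference in response (35 of 35, highest other 36), the day 3 infarct zone (35 of 35, highest other 21), the day 3 remote zone (35 of 35, highest other 2) and the day 28 remote zone (35 of 35, highest other 1). In these, edgeR gave 599, 684, 170, 554 and 656 genes at an unadjusted p under 0.05, and DESeq2 called 0, 2, 0, 1 and 5.

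Animal 573 (saline, day 3) had Y-linked transcripts in its infarct library and none in its remote library. Low depth was excluded, since at least 36.2 counts would be expected for each of the 3 genes at the depth of the remote library. Their summed level in the infarct library, 39.9 CPM, lay within the 39.4 to 53.6 CPM of the other male infarct libraries of both days. This argues against a small amount of male RNA. Against male infarct libraries of day 3, ZFY (17.85 against 21.19 to 25.87 CPM) and EIF1AY (12.63 against 16.2 to 18.87 CPM) were lower. KDM5D was higher (9.416 against 6.644 to 8.221 CPM), so a mixture with a large share of male RNA is not excluded. On 300 genes that separate animals, its 2 libraries correlated at 0.247 across genes, below the lowest of the other animals (0.425), so a candidate explanation is that the libraries come from different animals. Its remote library was closer to the infarct library of 570 (0.424), and its infarct library to both of 572 (0.601 infarct, 0.544 remote), while on residuals of all genes its own zones matched best (0.209), a match that centring in a group of 3 fixes in part. No biological explanation was tested, and without this animal 5534 genes were called on day 3 in saline animals, against 5345. The main fit and the day 3 saline signature ratios kept the 2 libraries as 1 pair.

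The day 28 infarct response of the saline animals was largest in animal 523. The gap between genes that rose and genes that fell on day 3, which no scaling factor changes, was 2.14 there and at most 1.08 in the other two, and its matrix genes lay 3.13 above its endothelial genes, more than the 1.64 of their spreads together, which argues against a lower share of cardiomyocytes alone. Its own zones correlated at 0.506 across genes, against at most 0.108 for its remote library with another infarct library, which argues against a library of another animal. A larger infarct, or a piece of tissue with more scar in it, may stand behind it, and neither was tested. Animal 523 was also the only saline animal of day 28 with Y-linked transcripts. Its infarct library had 560 counts of ZFY, and those of 536 and 547 had 0.

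The day 28 infarct response was smaller after rhAgrin than after saline. That gap was 0.22 ± 0.2 in rhAgrin and 1.39 ± 0.65 in saline animals (exact permutation p = 0.0286, two-sided, every rhAgrin animal below every saline animal), which excludes a larger spread with no smaller mean. In this gap the groups stayed apart without animal 523: the lowest of the other saline animals lay 0.58 above the highest rhAgrin animal. The exact permutation p was then 0.0667, the smallest that 4 against 2 animals allow, so the test cannot decide. The size of the result did depend on 523. Without it 4 genes were called in the response, against 75, and 114 in the infarct zone, against 643. Sarcomere genes lay 1.09 higher in rhAgrin than in saline animals (-0.09 ± 0.09 against -1.18 ± 1.28, exact permutation p = 0.0286), but animal 523 carried the saline mean (-2.65, against -0.46 and -0.43 in the other saline animals and -0.21 to 0.00 in rhAgrin animals), and without it the median difference of these genes was 0.38. In these counts a smaller scar and pieces with less scar in them cannot be told apart, because both leave more cardiomyocytes in the sample. An effect of rhAgrin on fibrosis is a hypothesis that the counts leave open beside these. Outside the counts, the paper stained hearts of these pigs with sirius red and reports less fibrosis on day 28 with rhAgrin than with saline. That staining was not examined here.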

How the results depend on the processing

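Library size alone, leaving out mitochondrial genes and list tests without single animals were chosen only after the results were seen. Of 5617 values of single genes under the alternatives (455 genes and comparisons), 5261 kept their side of the threshold, 267 no longer passed and 54 newly passed. The 5261 can include values that changed direction by less than the SE with neither value passing. A further 35 changed direction by the SE or more with neither value passing, and 0 changed direction where either value passed. Of the 267, 153 came from leaving out 1 animal, 66 from the libraries of a comparison alone and 30 from no block. For counts, signatures, lists and clusters, 316 of 376 values kept their result. The others follow, and the cause was not tested unless given.

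With the adjusted p alone, which drops the fold threshold, 10291 and 10887 genes (day 3 saline and rhAgrin zones), 3855 (day 28 saline zones), 6618 and 8679 (change over time in saline and rhAgrin) and 1095 (day 28 infarct zone) were called. With no block the counts were 629 (day 28 saline zones) and 1 (day 28 response). With the libraries of a comparison alone they were 4 for day 28 saline zones. They were also 4 for the day 28 response and for the day 28 infarct zone. Day 3 saline zones, with as many libraries and larger changes, still gave 5157, against 5345. The main fit shares 1 estimate of the spread per gene over all groups. The SD of the myofibroblast ratio was 0.68 in day 28 saline animals and 0.10 to 0.40 in the other groups. That of the macrophage ratio was 0.06 there. The main SE may thus understate the spread of myofibroblast genes in day 28 saline animals. DESeq2 called 2 (day 3 response), 409 (day 28 response), 991 (day 28 infarct zone), 1 (day 3 remote zone) and 5 (day 28 remote zone). Library size alone gave 585 (day 28 response) and 1215 (day 28 infarct zone).

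Leaving out each animal gave 381 to 1482 genes for day 28 saline zones, 0 to 6 for the day 3 response, 3 to 342 for the day 28 response, 114 to 1228 for the day 28 infarct zone and 0 to 1 for the day 28 remote zone. The macrophage signature changed over time in saline animals by -2.469 (mean of log2(CPM + 1)), -2.249 (without the 3 most abundant genes) and -2.746 (TMM-scaled CPM). On day 28 it differed between treatments by -0.176 with TMM-scaled CPM, and archetype 1 by -0.524 with the mean of log2(CPM + 1), neither past the threshold.

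With an estimated correlation camera called 0 lists in each of the 12 comparisons. Fry called 0 for day 28 rhAgrin zones, the day 3 response, the day 3 infarct zone and both remote zones, 6 for the day 28 response and 11 for the day 28 infarct zone. Leaving out each animal, camera called 6 (without 573) to 13 lists in the day 3 remote zone, against 10, and 7 (without 523) to 22 in the day 28 remote zone, against 16. Clusters were the same under each setting. Depth limits genes with few counts. On simulated data the fit called 25 to 41 of 100 genes changed 2-fold and 67 to 88 changed 4-fold. Of the genes changed 2-fold, which lie on the fold threshold, 36 to 73 of 100 passed the adjusted p alone.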

Other observations

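Genes that rose in both treatments on day 3 still leaned upward on day 28. The 2556 genes called higher in both had a median of 0.62 in day 28 saline animals, with 93% above 0, and of 0.1 in rhAgrin animals, with 70.6% above 0. The 2188 genes called lower in both had medians of -0.65 (92.5% below 0) and -0.08 (73.1%). In rhAgrin animal 519 neither set leaned this way, with median log2 ratios of -0.042 for the former set and 0.049 for the latter. The 860 genes called higher in day 28 saline animals had a median of 1.48 there and 0.34 in rhAgrin animals, with 85.3% in the same direction, and the 347 lower genes -1.17 and -0.14, with 89%. Such genes were chosen by their values in saline animals, which favours larger values there.

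The union of the 2 treatments' zone comparisons held 5971 genes on day 3 (5115 with a symbol) and 1207 on day 28 (1059). Across genes, which are not independent, fold changes of the 2 treatments correlated at 0.949 on day 3 and 0.431 on day 28.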
